A study of Drosophila melanogaster with 12 samples.

How the data were processed

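Poly(A) mRNA from the ventral nerve cord of wandering third-instar Drosophila melanogaster larvae was sequenced in 12 samples, 4 in each of 3 groups. Per the labels, flies were grown at 25C, RNA was extracted with Trizol, stranded mRNA libraries were made with a TruSeq kit, and paired reads of 150 bases were taken on a NovaSeq instrument. The groups were WT (a kdm5 140 mutant rescued by a genomic kdm5 transgene), L854F (homozygotes for the kdm5 L854F allele) and JmjC (homozygotes for kdm5 JmjC*, which the series title describes as enzymatically inactive). The labels do not state the sex of the larvae, the number of larvae per sample or a batch.

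The deposited gene tables hold RSEM expected counts per gene, per the file headers and names, and the deposited values were already whole numbers, so rounding changed nothing. Genes with no count in any of the 8 samples of a table were absent from it. The authors' aligner, annotation and genome build are not stated in the labels or the files. The authors' deposited comparison tables, made with DESeq2 according to their names, hold a log2 fold change that equals log2 of the ratio of their own mean expression columns. The deposited adjusted p-value equals a Benjamini-Hochberg adjustment of the deposited p-value over all genes of the table. The deposited length per gene is in bases, and how it was defined is not stated. The mean expression columns were not used here.

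The table for L854F held 13758 genes and that for JmjC 13909, with 13416 in both and 14251 identifiers in either. The gene name table gave a symbol for 14038 identifiers and the deposited tables alone gave one for 66. The remaining 147 identifiers begin with BGI_novel and have no symbol or position in the files used. Positions are 1-based on the annotation of build BDGP6.54, matched by FlyBase identifier.

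Each comparison was fitted to its own 8 samples with edgeR 4.0.16 under R 4.3.3. Genes were kept with filterByExpr defaults (minimum count 10, minimum total 15), scaled with TMM factors and tested with the quasi-likelihood F-test, and p-values were adjusted with the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. L854F against JmjC was fitted over genes present in both tables. Adjusted p-values in the results come from this edgeR fit unless another tool is named. Expression is given as CPM with TMM-scaled library sizes, and group values are the mean ± SD of 4 samples. Standard errors of log2 fold changes come from the same fits. A fold against a group in which every sample had 3 or fewer counts is given as a lower bound computed against 3 counts. Counting intervals and this floor cover counting error only, since reads amplified by PCR are not independent molecules.

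The deposited totals ranged from 15103631 to 16850705 expected counts per sample, and between 9037 and 9353 genes per sample had at least 10 counts. The square root of the common dispersion was 9.57% in L854F against WT, 9.58% in JmjC against WT and 9.73% in L854F against JmjC. Between samples of a group, the chi-square per degree of freedom ranged from 8.13 to 27.8, so the spread between replicates exceeded counting error.

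The comparisons, the tests, the gene lists, the alternatives and the rule for naming genes were set before the data were examined, apart from the tests that the closing part names as chosen later. The rule named kdm5 always. In each comparison it then took the 4 genes with the largest rise and the 4 with the largest fall among called genes with a mean of at least 2 CPM and no overlap between the groups. Among genes called in both mutants in the same direction, it took the 3 with the largest rise and the 3 with the largest fall, ranked by the smaller of their changes. For each gene list it took the called member with the smallest adjusted p. At most a pair of genes without a symbol was named in each direction.

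The kdm5 transcript was also compared with an exact two-sided permutation test of log2 CPM over the 70 assignments of the 8 samples. Effects of both mutants were correlated across genes. In 100 simulated data sets of unchanged groups, counts of all 12 samples were drawn, and both mutants were compared with the same simulated WT samples. The draws used WT mean levels, the real library sizes and dispersions from the L854F fit, with genes drawn independently. Lists of genes were tested with camera (limma 3.58.1, inter-gene correlation 0.01) on voom values, and adjusted over 16 lists and 3 comparisons. The result of 1 list is not reported here. The others covered cytosolic ribosomal proteins, mitochondrial ribosomal proteins, respiratory complex I, synapse and neuromuscular junction, ecdysone response, heat shock proteins, and markers of neuroblasts, neurons, glia, fat body, muscle, salivary gland, midgut, hemocytes and male tissue. A list of antimicrobial peptides was also set, but too few members were expressed for a test. Gene ontology terms came from the deposited annotation columns, and terms with 15 to 500 tested genes were tested with camera. Later tests used 10000 random lists or permutations.

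Whether replicate numbers pair the samples was checked from the correlation of deviations from the group means. Same-numbered L854F and JmjC samples correlated at 0.172, 0.136, 0.103 and 0.107, all over the limit of 0.1 set for pairing, and the labels do not say what the number marks. For WT and L854F the values were 0.133, 0.0114, 0.125 and 0.0426, and for WT and JmjC 0.00921, -0.0943, 0.0952 and 0.0481. Replicate number was therefore treated as pairing L854F with JmjC and not either mutant with WT. The main fits, including L854F against JmjC, still had no block. The pairing entered only in the fits with the replicate number as a block and in the splits of the samples.

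The alternatives were other scalings (DESeq2-type size factors, library totals, upper quartile), DESeq2 1.42.0, limma voom, robust dispersion, other low-count filters, all 12 samples in a single fit, the replicate number as a block, stricter thresholds, and leaving out each sample in turn. The set tests were repeated with fry, an estimated correlation and other term sizes. On simulated data with 200 changed genes among 9066 tested, edgeR recovered 172, and 10 of its calls (5.49%) were false. Limma voom recovered 172 with 4.44% false calls among the same genes, and DESeq2, over 9105 genes, recovered 174 with 12.1%. In simulated set tests over 9059 genes, 0 of 50 random lists passed an unadjusted p of 0.05 with camera and 14 of 50 with fry. The random lists could include some of the 200 changed genes, and genes were simulated independently. These counts therefore do not measure the false calls of either test. Figures were drawn with matplotlib 3.10.9 under python 3.11.15. GC content was not analysed here.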

Results

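Messenger RNA levels were measured in the larval ventral nerve cord of 3 kdm5 genotypes with 4 replicates each: WT, L854F and JmjC. WT larvae carried the kdm5 140 allele rescued by a genomic kdm5 transgene. L854F is a missense allele, and JmjC carries a JmjC* allele described in the series title as enzymatically inactive. KDM5 is a histone demethylase of the JmjC family. Deposited expected counts summed to 16670473, 16275094, 16612715 and 16434996 in WT replicates 1 to 4. In L854F the sums were 16456052, 15969255, 15103631 and 16850705, and in JmjC 16294338, 16119279, 16214743 and 16073820. The 10 most abundant genes took between 5.07% and 6.04% of the counts of a sample.

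Spearman correlations between samples, taken across genes, which are not independent replicates, ranged from 0.991 to 0.997 over the 18 pairs within groups and from 0.982 to 0.993 over the 48 pairs between groups. The first and second principal components held 34.7% and 21.9% of the variance.

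**Figure D1:**
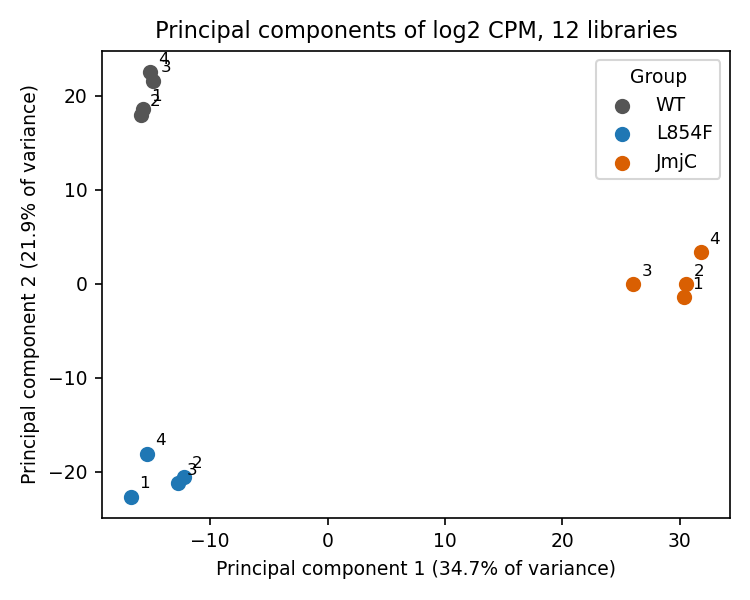
Principal components of log2 CPM for the 12 samples, with the share of variance on each axis and a colour per group. JmjC samples lie apart from the others on the first component (34.7% of the variance), and WT and L854F samples lie apart on the second (21.9%).

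The altered gene itself was examined first. Kdm5 (FBgn0031759, 2L:5989400-5999501, minus strand, BDGP6.54) stood at 733, 730, 665 and 734 CPM in WT replicates 1 to 4. It stood at 795, 788, 729 and 785 CPM in L854F and at 792, 813, 727 and 759 CPM in JmjC. The means were 716 ± 33.9, 774 ± 30.5 and 773 ± 37.9 CPM (SD, n = 4). The log2 fold change was 0.11 in L854F against WT (SE 0.06, adjusted p 0.309) and 0.11 in JmjC against WT (SE 0.06, adjusted p 0.201). Exact two-sided permutation tests gave p = 0.114 for each mutant against WT and p = 0.914 between the mutants, where the log2 fold change was 0.01 (SE 0.06, adjusted p 0.936). No comparison of kdm5 exceeded the spread between replicates by these unpaired tests, and the allele was not read from the counts. Each mutant sample stood above the WT sample of the same number, an ordering that unpaired tests do not use. In the authors' deposited table the log2 fold changes against WT were 0.11 for L854F (adjusted p 0.274) and 0.10 for JmjC (adjusted p 0.257). The sign of the small difference between the mutants changed with the scaling, to -0.013 with library totals. The median over all genes moved as well, from 0.0016 to -0.0196, so this change of sign says nothing about kdm5 itself.

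The comparison of L854F with WT asked which transcripts differ in the missense mutant. Of 9105 genes tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 504 (5.54%) had an adjusted p under 0.05, with 277 higher and 227 lower in L854F. An unadjusted p under 0.05 was reached by 1728 genes. The median size of the log2 change among called genes was 0.52, and 128 of them changed by at least 1 on the log2 scale (65 higher, 63 lower). Among all tested genes, groups did not overlap in 1152 (12.7%), against 2.86% by chance. No symbol was available for 28 of the called genes. Apart from stricter thresholds, the alternatives gave between 307 genes, without L854F replicate 1, and 705, with DESeq2. Which direction held more calls changed with the setting, at 239 higher and 243 lower with library totals and 249 higher and 265 lower with the replicate number as a block. The authors' deposited table had 649 genes with an adjusted p under 0.05 (355 higher, 294 lower), and 489 of these were among the 504, all with the same sign.

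Several of the largest changes in L854F were between no signal and a clear level. mthl8 (FBgn0052475, 3L:22428-26308) rose from 0 to 70.4 ± 8.0 CPM, at least 376-fold (adjusted p 6.99e-08). CG12607 (FBgn0035545, 3L:4446573-4448072) rose from 0 to 4.61 ± 1.76 CPM, at least 24.6-fold (adjusted p 0.000196). CG18417 (FBgn0035780, 3L:7400070-7401671) stood at 5.86 ± 1.96 CPM against 0.0305 CPM, at least 31.3-fold higher (adjusted p 1.54e-05). sordd2 (FBgn0052581, X:15796908-15799162) rose from 0.0592 ± 0.118 to 35.3 ± 2.72 CPM, a log2 fold change of 9.02 (SE 0.31, adjusted p 2.96e-08). A single WT sample, replicate 3, held its WT counts, and without it sordd2 was at least 188-fold higher. It has a near-identical copy, sordd1, so its value is uncertain.

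In the other direction, CG32641 (FBgn0052641, X:13184478-13184996) fell from 7.38 ± 0.361 CPM to 0, at least 37.2-fold lower (adjusted p 5.65e-06). Reads may be divided between it and its copy CG32640, so its value is uncertain too. Hsc70-1 (FBgn0001216, 3L:13974061-13977761) fell from 12.9 ± 10.7 to 0.0455 CPM, at least 65.1-fold lower (adjusted p 0.00125), with a wide spread among the WT samples. BGI_novel_G000007 fell from 25.0 ± 9.0 CPM to 0, at least 126-fold lower (adjusted p 4.72e-05). BGI_novel_G000009 fell from 36.2 ± 5.70 to 0.332 ± 0.664 CPM, a log2 fold change of -6.69 (SE 0.50, adjusted p 2.03e-05), and without L854F replicate 4 it was at least 183-fold lower.

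The comparison of JmjC with WT asked which transcripts differ in the mutant of the catalytic domain. Of 9244 genes tested, 1602 (17.3%) were called, with 893 higher and 709 lower in JmjC. An unadjusted p under 0.05 was reached by 2862 genes. The median size of the log2 change among called genes was 0.46. A change of at least 1 on the log2 scale was seen in 392 genes, of which 286 were higher and 106 lower. Among all tested genes, groups did not overlap in 2101 (22.7%), against 2.86% by chance, and 66 called genes had no symbol. The authors' deposited table had 1727 genes under the same threshold (919 higher, 808 lower), and 1502 of these were among the 1602, all with the same sign. Across genes, deposited and edgeR log2 fold changes had a Spearman correlation of 0.9998 in JmjC and in L854F.

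sordd2, with the same uncertainty, stood at 35.5 ± 1.64 CPM in JmjC against 0.0595 CPM in WT, a log2 fold change of 9.02 (SE 0.30, adjusted p 7.39e-08), and was at least 189-fold higher without WT replicate 3. CG18417 stood at 9.91 ± 1.43 against 0.0306 CPM, at least 52.6-fold higher (adjusted p 2.35e-07). BGI_novel_G000040 rose from 0 to 4.33 ± 0.660 CPM, at least 23-fold (adjusted p 2.03e-05). BGI_novel_G000039 rose from 0.566 ± 0.341 to 23.9 ± 3.24 CPM, a log2 fold change of 5.39 (SE 0.25, adjusted p 2.78e-07). Hsc70-1 fell from 13 ± 10.8 to 0.0922 ± 0.106 CPM, a log2 fold change of -7.01 (SE 1.01, adjusted p 0.000753), and was at least 69.3-fold lower without JmjC replicate 3.

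CG12592 (FBgn0037811, 3R:10338342-10340872) fell from 5.16 ± 3.29 to 0.260 ± 0.520 CPM, a log2 fold change of -4.26 (SE 0.85, adjusted p 0.00596). It did not pass with DESeq2 (adjusted p 0.0773). Without JmjC replicate 3, which held its JmjC counts, it was at least 27.6-fold lower. CG15864 (FBgn0040528, 3R:8248438-8250324) fell from 6.29 ± 0.917 to 0.593 ± 1.19 CPM, a log2 fold change of -3.40 (SE 0.86, adjusted p 0.0203). It passed neither with DESeq2 (adjusted p 0.266) nor with robust dispersion (adjusted p 0.0717), and a single JmjC sample held all of its JmjC counts. Without that sample, replicate 2, it was at least 33.7-fold lower. lncRNA:CR45484 (FBgn0267040, without a position in the annotation used) fell from 5.75 ± 4.10 to 0.541 ± 0.209 CPM, a log2 fold change of -3.39 (SE 0.52, adjusted p 0.00112), or -2.79 without WT replicate 1.

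**Figure D2:**
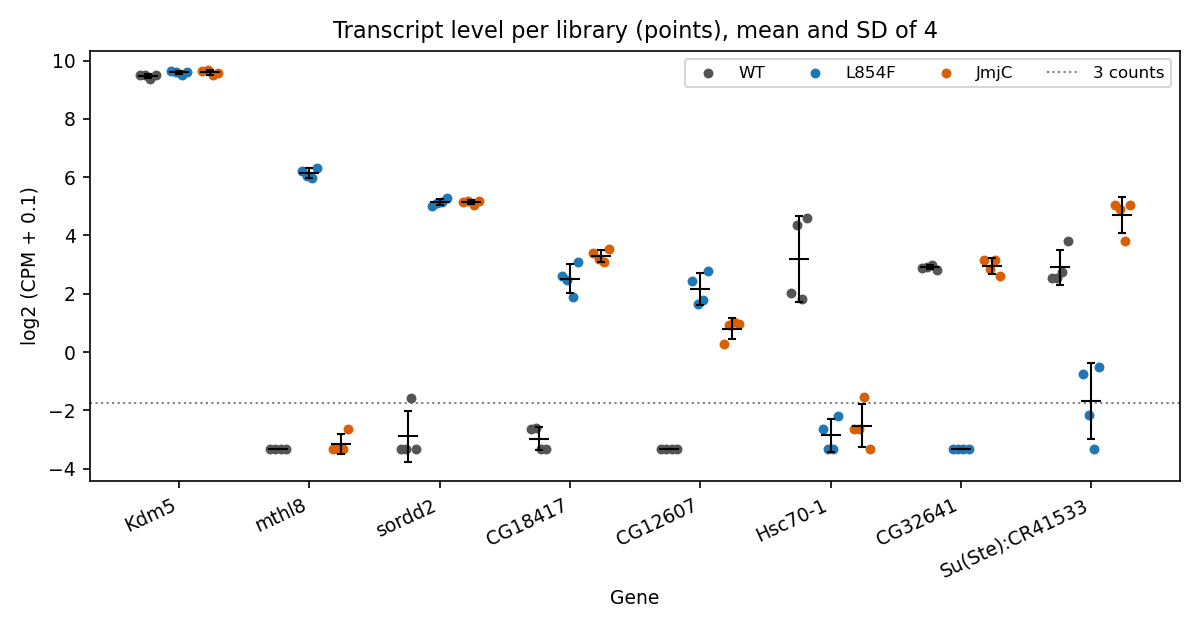
Transcript level per sample as log2 of CPM + 0.1 for kdm5 and 7 genes named by the rule, with points for samples and bars for the mean and SD of 4. The dotted line marks 3 counts. sordd2 stands at 35.3 CPM in L854F and 35.5 CPM in JmjC, and mthl8 at 70.4 CPM in L854F.

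The mutants were also compared with each other. Of 9207 genes tested, 1473 (16.0%) were called in L854F against JmjC, with 663 higher and 810 lower in L854F. An unadjusted p under 0.05 was reached by 2799 genes. Among all tested genes, the groups did not overlap in 1928 (20.9%), against 2.86% by chance. With the replicate number as a block, 2038 genes were called (962 higher, 1076 lower), and 1442 of the 1473 were among them. With library totals, 546 were higher and 907 lower. A log2 change of at least 1 in size was seen in 371 genes (105 higher, 266 lower). mthl8 stood at 70.6 ± 8.03 CPM in L854F against 0.0154 CPM in JmjC, at least 379-fold higher (adjusted p 2.45e-10). Cyp12d1-d (FBgn0053503, 2R:11123658-11125647) was at least 27.8-fold higher in L854F (adjusted p 1.02e-05) and Cyp12d1-p (FBgn0050489, 2R:11117225-11121884) at least 29.0-fold higher (adjusted p 6.35e-05), though reads of this pair of near-identical genes are uncertain. CG15449 (FBgn0031146, X:21039514-21040605) had a log2 fold change of 5.26 (SE 0.58, adjusted p 0.000142) and was at least 30.3-fold higher without JmjC replicate 2.

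CG32641 fell from 7.69 ± 1.46 CPM in JmjC to 0 in L854F, at least 38.6-fold lower (adjusted p 7.64e-06). BGI_novel_G000096 stood at 57 ± 26 CPM in JmjC and 0.316 ± 0.508 CPM in L854F, a log2 fold change of -7.47 (SE 0.61, adjusted p 1.77e-05), and was at least 287-fold lower without L854F replicate 2. The Y-linked repeats Su(Ste):CR41533 (FBgn0085673, Y:896183-897725) and Su(Ste):CR42407 (FBgn0259838, Y:892743-894201) had log2 fold changes of -6.42 (SE 0.46, adjusted p 6.16e-06) and -5.47 (SE 0.46, adjusted p 2.27e-05). Both belong to a family of near-identical copies, so each value is uncertain. Without L854F replicate 2, Su(Ste):CR42407 was at least 26.1-fold lower.

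Shared effects of both mutants were counted over 9053 genes tested in both. Of 493 genes called in L854F and 1517 called in JmjC, 246 were called in both, and 221 of these changed in the same direction (131 higher, 90 lower) and 25 in opposite directions. That is 44.8% of the L854F calls, and 82.6 genes called in both would be present if calls were independent. Because the WT samples were shared, 100 data sets were simulated with unchanged groups. They gave at most 1 gene called in both in the same direction. They also had few calls, on average 0.27 in L854F and 0.28 in JmjC, so little overlap was possible. The 221 shared calls therefore cannot be judged against them. Across genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.535 and a Spearman correlation of 0.352. The simulated unchanged groups gave a Pearson correlation of 0.499 on average (0.420 to 0.597) and a Spearman correlation of 0.460 (0.427 to 0.483). The observed Pearson value lay within the range of these simulated groups, and the Spearman value lay below its range. The simulation held no effects of either mutant and drew genes independently. The place of a value in its range therefore does not measure how far the effects are shared. With different WT samples for each mutant, Pearson correlations were 0.456 and 0.416, Spearman correlations 0.205 and 0.164, and same-direction calls numbered 83 and 100.

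Peritrophin-A (FBgn0022770, X:20244647-20248203) was among the shared falls named by the rule, at 0.891 ± 0.235 CPM in L854F against 4.65 ± 0.472 CPM (log2 fold change -2.37, SE 0.23, adjusted p 0.000115). In JmjC its log2 fold change was -2.94 (SE 0.25, adjusted p 2.46e-05). BGI_novel_G000039 was higher in L854F as well (log2 fold change 5.80, SE 0.26, adjusted p 2.24e-07), and lncRNA:CR45484 was lower (log2 fold change -4.32, SE 0.58, adjusted p 0.00125, or -3.71 without WT replicate 1). sordd2, CG18417 and Hsc70-1 were the other genes named as shared.

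**Figure D3:**
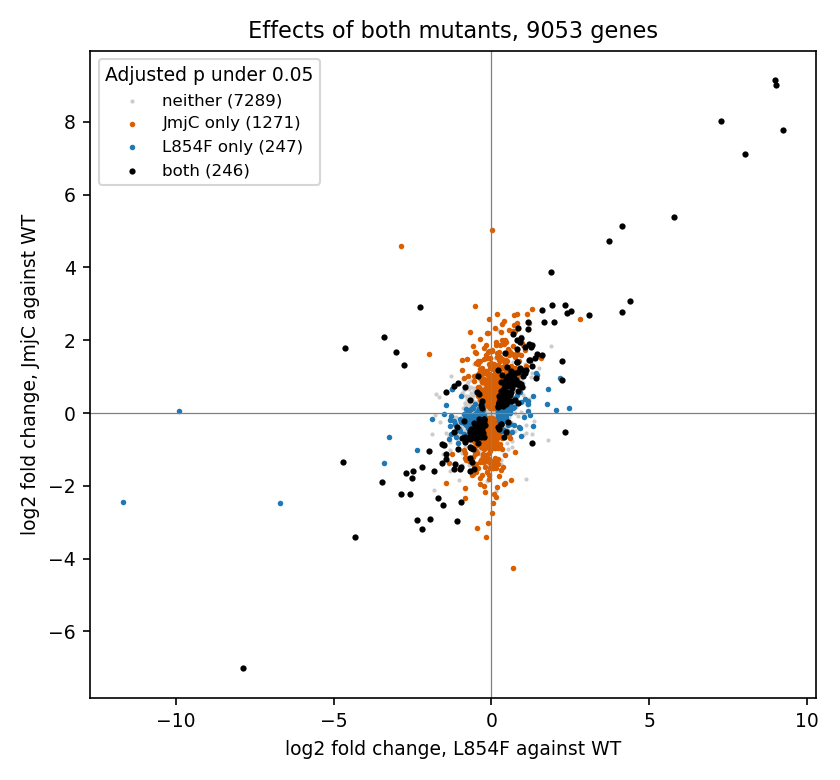
Log2 fold change of L854F against WT (horizontal) and JmjC against WT (vertical) for 9053 genes tested in both. Colours mark genes called in neither (7289), in JmjC alone (1271), in L854F alone (247) or in both (246).

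Lists fixed beforehand were tested with camera, and 2 of the 45 tests reported had an adjusted p under 0.05. Heat shock proteins were higher in L854F (14 genes, median log2 change 0.44 from voom and 0.20 from edgeR, 9 higher and 5 lower, adjusted p 0.0113) and in JmjC (median 0.88, 12 higher and 2 lower, adjusted p 0.0113). In L854F 3 members were called among all genes and 4 when adjusted over the list alone, and in JmjC 4 and 5. The Hsp70 copies share reads and are uncertain, and none of them was called in either mutant against WT. Hsp67Ba rose from 357 ± 34.0 to 656 ± 37.3 CPM in L854F (log2 fold change 0.88, SE 0.07, adjusted p 4.45e-05) and stood at 614 ± 27.7 CPM in JmjC (log2 fold change 0.78, SE 0.07, adjusted p 3.48e-05). Leaving out WT replicate 4 removed the heat shock call in both mutants, and leaving out WT replicate 3 removed it in L854F. Neither call held under fry (adjusted p 0.480 and 0.151) or an estimated correlation (adjusted p 0.972).

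The other lists reported did not pass. In L854F against WT, medians of voom log2 changes were -0.02 for cytosolic ribosomal proteins, -0.03 for mitochondrial ribosomal proteins, -0.01 for complex I, -0.02 for synapse, 0.09 for ecdysone response, 0.02 for neuroblast, -0.05 for neuron, 0.04 for glia, 0.05 for fat body, -0.67 for muscle, -1.16 for salivary gland, 0.07 for midgut, -0.26 for hemocyte and 0.11 for male markers. In JmjC against WT, voom medians were 0.04 for cytosolic ribosomal proteins, -0.04 for mitochondrial ribosomal proteins, 0.04 for complex I, 0.01 for synapse, 0.00 for ecdysone response, 0.05 for neuroblast, 0.07 for neuron, -0.12 for glia, -0.46 for fat body, -0.78 for muscle, 0.65 for salivary gland, -1.35 for midgut, -0.05 for hemocyte and 0.51 for male markers. The edgeR medians differed from these by over 0.1 or in sign for a few lists. In L854F they were -0.14 for fat body (3 genes higher, 4 lower), -0.57 for muscle and -0.64 for salivary gland, and in JmjC 0.01 for hemocyte (3 higher, 3 lower), -0.61 for fat body, -1.18 for muscle and 1.01 for salivary gland. In L854F against JmjC, no reported list passed camera at an adjusted p under 0.05, and 3 of the 15 lists had an unadjusted p under 0.05. Midgut markers, with 2 tested genes, passed under fry in JmjC against WT (adjusted p 0.00175) and in L854F against JmjC (adjusted p 0.00396).

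Individual members of those lists were called. In JmjC against WT, the glial gene alrm rose from 230 ± 27 to 718 ± 42 CPM (log2 fold change 1.65, adjusted p 4.82e-07) and the ribosomal paralog RpS5b from 11 ± 1.26 to 36 ± 1.12 CPM (log2 fold change 1.71, adjusted p 3.65e-07). The muscle gene Mlc2 fell in JmjC (log2 fold change -2.23, adjusted p 0.000686) and in L854F (-2.59, adjusted p 0.00174). The list-wide count for synapse genes in JmjC was 7 called among all genes and 7 adjusted over the list alone, and the smallest adjusted p belonged to dlg1 (log2 fold change 0.28, adjusted p 0.0016). For L854F against WT, 3 synapse genes were called by either adjustment, led by Nlg1 (log2 fold change 1.28, adjusted p 0.00651). MsrA of the ecdysone list fell in L854F (-0.76, adjusted p 0.000123), where 2 members were called among all genes and 6 adjusted over the list alone, and in JmjC (-0.69, adjusted p 4.04e-05).

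Gene ontology terms past the threshold numbered 8 of 870 in L854F against WT, 10 of 877 in JmjC against WT and 5 of 875 in L854F against JmjC, with 1, 8 and 1 of them also past it under fry. With the replicate number as a block, the last comparison had 8. Neuropeptide hormone activity was lower in L854F (23 genes, median log2 change -0.19, adjusted p 0.0011) and in JmjC (24 genes, median -0.37, adjusted p 0.000449). Amino acid transmembrane transporter activity was lower in L854F (median -0.11, adjusted p 0.00299) and in JmjC (median -0.19, adjusted p 0.00386). Under fry, both terms passed in JmjC (adjusted p 0.0399 and 0.0136) and neither passed in L854F (adjusted p 0.0668 and 0.0967). Of the 10 JmjC terms, 8 were lower and 2 higher. Neuropeptide signaling pathway was lower (49 genes, median -0.17, camera adjusted p 0.0044, fry adjusted p 0.0491). Synapse organization was lower too (56 genes, median -0.10, camera adjusted p 0.0200), unlike the synapse list, but did not pass under fry (adjusted p 0.0915). The L854F term that passed under fry was mitotic cytokinesis, which was higher (56 genes, median 0.06, camera adjusted p 0.0497, fry adjusted p 0.0301). The nucleosome term was higher in JmjC (16 genes, median 2.38, adjusted p 2.39e-07), but its histone genes are near-identical copies, and with copies of identical counts joined into 8 genes the median was 0.19 and the adjusted p 0.0607. In L854F against JmjC, the nucleosome term was lower in L854F (25 genes, median -0.85, adjusted p 5.8e-05), with the same uncertainty from histone copies, which were not joined in that comparison. It also passed under fry (adjusted p 0.0323). The proteasome complex was higher in L854F (41 genes, median 0.17, adjusted p 0.000472) but did not pass under fry (adjusted p 0.192).

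Calls were also counted by chromosome. In L854F against WT, 83 of 3382 tested genes on chromosome 2 (2.45%), 283 of 3950 on chromosome 3 (7.16%) and 94 of 1514 on X (6.21%) were called. In JmjC the shares were 14.5%, 18.9% and 15.7%. On chromosome 4, 6 of 87 genes were called in L854F and 21 of 87 in JmjC, of which 20 were higher.

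**Figure D4:**
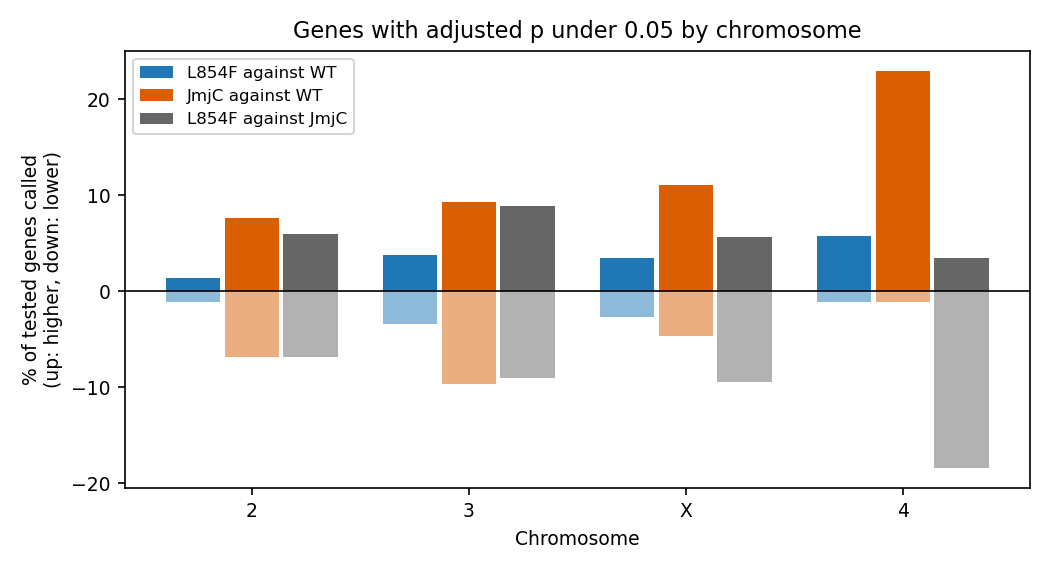
Percent of tested genes called on chromosomes 2, 3, X and 4 in each comparison, with higher genes drawn upward and lower genes downward. In L854F against WT the share on chromosome 2 (2.45%) is below that on 3 (7.16%) and X (6.21%).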

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

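All tests in this part were chosen only after the results they bear on were seen. A sample was singled out where its gap to the nearest other sample of its group, divided by the range of the group, exceeded Dixon's 95% critical value for 4 samples. Of 114 groups of 4 samples tested, 9 exceeded it, and chance gives about 1 in 20, or 5.70 groups. Apart from the share of male larvae for Su(Ste):CR41533, no biological explanation was tested.

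Near the floor, 4 results had a ratio of 1 because a single sample held all counts of its group. These were CG12592 in JmjC replicate 3 (17 counts), CG15864 in JmjC replicate 2 (38 counts), BGI_novel_G000009 in L854F replicate 4 (22 counts) and sordd2 in WT replicate 3 (4 counts). The other samples of each group had 0 counts.

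WT tissue in a mutant sample could bring such counts. It would need a share of 20.2% in JmjC replicate 3 for CG12592 and 37.7% in JmjC replicate 2 for CG15864. The share was estimated from how far each sample lay towards WT over the genes that changed by at least 1 on the log2 scale when that sample was left out. The estimates were 5.22% (2.36 to 9.58, bootstrap over 243 genes) and 3.56% (0.0613 to 6.53, over 224 genes), both below the share needed, which argues against WT tissue as the whole source. A variant that is still segregating among the larvae of a sample remains open and was not tested. For BGI_novel_G000009, a share of 3.67% would be enough. The estimate for WT tissue in L854F replicate 4 was 0% (-2.98 to 5.38, over 81 genes), an interval that includes it, so WT tissue and other sources cannot be told apart there.

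For sordd2 in WT replicate 3, reads from another library of the series were considered. Of 3 genes at or under 3 counts in the other WT samples and at 100 or more in every sample of a mutant, 1 exceeded 3 counts in WT replicate 3, and that was sordd2 itself with 4 counts. So few genes and counts leave reads from another library and a low true level open, and they cannot be told apart.

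Kdm5 was low in WT replicate 3 (665 CPM against 730 to 734, ratio 0.946) and in L854F replicate 3 (729 CPM against 785 to 795, ratio 0.856). Library size was weighed as a possible explanation. Replicate 3 had the lowest total count in 1 of these groups, L854F, while in WT its total was not the lowest, which argues against library size as the common cause. Kdm5 was lowest in replicate 3 of JmjC as well. A shared preparation of same-numbered samples would do this, but 1 number is lowest in all 3 groups with a chance of 0.0625, so shared preparation and chance cannot be told apart.

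Su(Ste):CR41533 was low in JmjC replicate 3 (13.8 CPM against 30.1 to 33.1, ratio 0.891). Fewer male larvae in that sample might lower it. roX1, a male-specific transcript, stood at 0.819 of the mean of the other JmjC samples and roX2 at 1.0, while Su(Ste):CR41533 stood at 0.431. A single sample leaves the share of males open, so it cannot be told apart from variation between samples.

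The remaining results had no explanation tested. CG12607 in JmjC replicate 1 stood at 1.10 CPM against 1.80 to 1.95 (ratio 0.859). The mean log2 CPM of the neuroblast list in L854F replicate 3 was 5.19 against 5.30 to 5.31 (ratio 0.943). L854F replicate 3 had the lowest total count of its group.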

How the results depend on the processing

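No alternative or test in this part was chosen after its result was seen. The whole numbers in the deposited tables left rounding without effect, so that alternative says nothing about stability.

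Counts of called genes stayed within 1.5 times under the other scalings, tools and filters, robust dispersion, a single fit of all samples and the replicate block, from 409 to 705 in L854F against WT, 1318 to 1843 in JmjC against WT and 1148 to 2038 in L854F against JmjC. Requiring a log2 change of at least 1 gave 128, 392 and 371 genes, and an adjusted p under 0.01 gave 212, 812 and 659, fewer by construction. The side with more calls changed in L854F against WT, where 277 were higher and 227 lower, to 239 and 243 with library totals, 249 and 265 with the replicate block and 172 and 176 without WT replicate 1. Leaving out a sample gave from 307 (without L854F replicate 1) to 426 genes in L854F against WT, from 1148 to 1698 in JmjC against WT, and from 977 (without JmjC replicate 1) to 1725 in L854F against JmjC, with 980 without L854F replicate 1. The highest counts in both comparisons with JmjC came without JmjC replicate 3 and exceeded those of the fits to all samples, 1602 and 1473, so fewer samples did not always give fewer calls. The cause was not tested.

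With the replicate number as a block, 514, 1647 and 2038 genes were called, of which 424, 1441 and 1442 were also called without it. For L854F against JmjC, which the numbers pair, the block gave 8 gene ontology terms in place of 5 and moved no other gene or list named for that comparison across its threshold. The block gave a correlation of 0.539 and 227 shared calls for both mutants, and 2 lists in each mutant against WT in place of 1. The numbers did not pair WT with either mutant.

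The kdm5 difference between the mutants changed sign with library totals (-0.013), with upper quartile factors (-0.008), without L854F replicate 1 (-0.0044), without JmjC replicate 3 (-0.019) and without JmjC replicate 4 (-0.0027). It ranged from -0.019 to 0.038 across fits leaving out a sample and passed no threshold in any. Against WT the ranges were 0.082 to 0.14 for L854F and 0.076 to 0.14 for JmjC. Between the mutants, the median over all genes moved from 0.0016 to -0.0196 with library totals and -0.0149 with upper quartile factors. The changes of sign under those scalings therefore say nothing about kdm5 itself.

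The Pearson correlation of both effects was 0.439 over genes with at least 100 counts on average and 0.416 with WT replicates 3 and 4 for L854F and 1 and 2 for JmjC. It ranged from 0.494 to 0.575 across fits leaving out a sample. Shared same-direction calls ranged from 146 (without WT replicate 4) to 222.

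Lists past the threshold, among those reported, numbered 1 in L854F against WT, with 0 under fry, 0 under an estimated correlation and 0 to 2 across fits leaving out a sample. In JmjC against WT the number was 1, with 0 under an estimated correlation and 0 to 2 across fits leaving out a sample. The heat shock list was lost under fry there as well, where midgut markers passed in its place. In L854F against JmjC, fry gave 1 and leaving out a sample 0 to 2. Without WT replicate 4, 0 lists passed in either mutant, and the heat shock median in L854F was 0.17, while without WT replicate 3 it was 0.15. In L854F against WT, 2 lists passed without WT replicate 2, L854F replicate 3 or L854F replicate 4. In JmjC against WT, 2 lists passed without WT replicate 2, WT replicate 3 or JmjC replicate 4. In L854F against JmjC, 2 passed without L854F replicate 3 or JmjC replicate 3, and 1 without L854F replicate 2. The cause was not tested.

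For gene ontology terms, L854F against WT had 4 with terms of 30 to 300 genes and 5 with library totals. Under fry, JmjC against WT had 133 and L854F against JmjC 42, and the latter had 9 with terms of 30 to 300 genes. The fry test passed 14 of 50 random simulated lists, but those lists could include changed genes. The share of false terms under fry is therefore not known. Genes called both here and in the authors' deposited table numbered 211 and 807 at 0.01. The cause of the other differences was not tested.

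Apart from kdm5 and the rounding alternative, of 522 values of single genes and lists under alternatives, 512 kept direction and side of the threshold, 10 were weaker and 0 reversed. The tally came from 30 results, among them the genes named for the largest changes. It does not cover every called gene or every list tested, so it does not describe the stability of smaller changes.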

Other observations

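The tests of sex, of histone and Hsp70 copies, of gene length, of X-linked genes and of testis genes were chosen or corrected only after the result was seen, and the germline list was written after some germline genes had been seen among the calls.

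Each comparison was set against other splits of its samples. In each of the 3 comparisons, 1 of the 35 splits of the 8 samples into groups of 4 gave as many called genes, and that was the real one. Another split gave at most 2 calls in L854F against WT, 0 in JmjC against WT and 2 in L854F against JmjC. For L854F against JmjC, 1 of the 8 splits that part all same-numbered pairs gave as many, and the others gave at most 0 calls.

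Gene length bias was weighed as a technical explanation of the calls. After the trend with length was removed from each sample, 497 of the 504 calls in L854F against WT were called again, as were 1568 of 1602 in JmjC against WT and 1451 of 1473 in L854F against JmjC. Length bias is thus unlikely to be the whole source of the calls.

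The effects of both mutants were correlated across genes. Shared WT libraries may account for part of this, since the Pearson correlation of 0.535 lay within the range of simulated unchanged groups. With different WT samples for each mutant the lower Pearson correlation was 0.416, and the Spearman correlations were 0.205 and 0.164. These have no shared libraries, so shared sampling error is unlikely to be the whole source. By those Spearman correlations, the relation over most genes was weak. With all WT samples, the Spearman correlation of 0.352 lay below the simulated range of 0.427 to 0.483. The simulation held no mutant effects, so this position does not measure the relation. A difference in background between the WT line and both mutant lines would also be shared, and it was not tested.

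In L854F against WT, calls were less frequent on chromosome 2 than on 3 and X. Within 10 bins of expression the lowest odds ratio over chromosome 2 was 2.65, for X, with a 95% interval of 1.96 to 3.58, and 3.08 for chromosome 3, so expression level is unlikely to be the cause. Strain variants carried on X and 3 could be another. Neighbouring called pairs on these chromosomes numbered 53, which is 2.02 times the mean of 10000 permutations (one-sided p 1e-04, the smallest they can give). On chromosome 2 the ratio was 3.94 (8 pairs, one-sided p 9e-04), so clustering was not restricted to 3 and X. Genes that switched between the floor and a clear level numbered 9 of 5464 on 3 and X and 2 of 3382 on 2 (Fisher's exact test, two-sided p 0.223). Strain variants and effects of the allele cannot be told apart, because genotype and background are confounded in the groups.

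Chromosome 4 genes were higher in JmjC, with a median log2 fold change of 0.107, while random lists matched on expression gave -0.04 to 0.03. The median was between 0.097 and 0.11 under the other scalings, filters and tools. In L854F it was 0.02, within the random range, and directly between L854F and JmjC it was -0.09. X-linked genes had a median of 0.032 in JmjC, also outside the random range, but the median in L854F of 0.017 was outside its own range as well. Expression-matched chance is thus unlikely for chromosome 4 in JmjC, while a variant on chromosome 4 in the JmjC line was not tested and stays open. The X median in L854F against JmjC was -0.01, outside its random range too, so X differed slightly in every comparison, and its source was not tested.

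Transcripts of 6 Y-linked genes summed to 32.4 ± 7.64 CPM in WT, 3.77 ± 3.31 in L854F and 96.0 ± 15.8 in JmjC (SD, n = 4). A larger or smaller share of male larvae could move them, and it would move roX1 and roX2 by the same factor. In JmjC the Y-linked sum rose by 1.58 on the log2 scale (exact two-sided permutation p 0.0286, the smallest that 70 splits can give), roX1 by 0.33 and roX2 by 0.69, and the smaller difference of Y over roX was 0.90. In L854F the sum fell by 3.52, roX1 rose by 0.10 and roX2 by 0.13, and the smaller difference was -3.63. A share of males alone is therefore unlikely to be the whole source. Reads shared with the autosomal copy vig2 were weighed for FDY. FDY over vig2 changed by at least 1.60 on the log2 scale in each mutant, while vig2 changed by 0.10 or less, which argues against them. Different Y chromosomes in the lines remain open and untested.

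Several germline genes were called higher in JmjC, and these were chosen after their values were seen. Of 24 tested germline genes, 7 were called higher (among them vas, osk and zpg) and 2 lower, with a median log2 fold change of 0.16. vas stood at 3.43 ± 0.935 CPM in JmjC against 0.671 in WT. The most abundant gene on the list, tud, stood at 981 CPM. Gonad tissue in the JmjC samples could bring this. Of 30 spermatocyte genes in the tables, 53.3% were at or under 3 counts in every JmjC sample, which argues against much testis tissue, yet of the 9 tested 8 were higher and 3 were called higher. The most abundant of them, bol, stood at 107 CPM. A gene of this list that matched a wrong symbol was replaced after its result was first seen. Gonad or testis tissue and expression of germline genes in the nerve cord itself cannot be told apart here, since many of these genes are near the floor and others are expressed in this tissue already in WT.

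The higher nucleosome term in JmjC may come from reads shared between identical histone copies, since with copies joined its adjusted p was 0.0607. For the heat shock list, reads shared between Hsp70 copies were weighed in the same way. With the 6 Hsp70 genes joined, the camera adjusted p was 0.00159 in L854F and 0.00632 in JmjC. Shared reads alone are thus unlikely to be the source of the camera result. That result did not hold under fry or without WT replicate 4. Mean log2 CPM of the list ran from 7.21 to 8.50 across WT samples, which covers all L854F samples (7.66 to 8.16). Across JmjC samples it ran from 7.73 to 8.80. Stress at dissection differing between samples was not tested.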
